A study of Mus musculus with 2 samples.

How the data were processed

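Single-cell transcripts were measured in the hippocampus of mice homozygous for the edited allele Pigv341E and of wild-type mice of the same strain. Per the labels, cells from both hippocampi of 4 mice per genotype (8 hippocampi) were dissociated mechanically in the cold and pooled by genotype, so that each genotype is 1 library, and both libraries were prepared with the droplet chemistry of 10x Genomics and sequenced on the same lane. The design therefore holds 2 libraries, with no replicate of either genotype, and genotype cannot be told apart from library.

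The authors deposited a single table of 30223 gene symbols by 15930 cells, of which 7094 were named for the wild-type library and 8836 for the knock-in library. Every value was a whole number of 0 or more. The values were treated as a score, not as raw counts: the deposited totals per cell lay between 4846 and 14501, a band much narrower than raw counts give, and the short form used for the table in its deposited name is that of a depth-corrected assay. The sequencing depth of a cell was thus unknown, a value of 1 need not be an observed molecule, and no count model was fitted and no Poisson interval or test was used to compare the libraries; a Poisson share was computed only as a yardstick for the values of Hdc in wild-type cells. The aligner, the genome build, the filter on cells and any removal of doublets before deposit are not stated in the labels.

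Cells were clustered with scanpy 1.11.5 under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9). Each cell was scaled to 10000 and log-transformed, 2000 highly variable genes were taken without the sex-linked list, and 30 principal components, 15 neighbours and Leiden resolution 1 gave 34 clusters over both libraries together, with no batch correction. The marker genes were fixed before the data were examined. The rule that turns markers into names was not: it was set after the clusters had been seen, and it was revised after the names and shares under a first version had been seen. In the rule used, a marker counted for a cluster when at least 25% of its cells had a value above 0 and its level was at least 1.5-fold that of all other cells. A cluster took the class with the most such markers, at least 3. Ties went to the class with more markers among the cluster's 10 leading genes. A cluster stayed unnamed when 3 or more of its 10 leading genes were mitochondrially encoded, when another class had more markers among those 10 genes, when another class reached 60% of its own markers with at least 3 (the oligodendrocyte stages counted as 1 lineage), or when no marker was among the leading genes and under 40% of the class's markers counted. Under this rule 11 clusters stayed unnamed. The first version ranked classes by the share of their markers and left 13 clusters unnamed; its shares are given with the other alternatives. Names end in "-like" because they rest on markers alone.

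Doublets were kept. Scrublet, run per library with an expected rate of 6%, called 158 wild-type cells (2.23%) and 230 knock-in cells (2.60%), and leaving these 388 cells out was an alternative. No cell was filtered in the main setting. A filter of at least 500 detected genes and under 10% mitochondrially encoded transcripts, an alternative, removed 50 cells.

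Levels are the sum of a gene's values over the cells of a class divided by the sum of all values of these cells, times 10000. The log2 ratio is knock-in over wild-type with 0.1 added to both levels, which understates the change of genes of low level. A gene was past the size rule in a class when the ratio was at least 1 in absolute size, the level was at least 1 per 10000 in 1 of the libraries, and at least 10% of that library's cells of the class had a value above 0. The rule was applied to the 10 classes with at least 50 cells in each library and to all cells together. It is a description of these libraries and carries no error rate. Genes named in the text are Pigv, Abl1, the Eph receptors, ephrins and Abl kinases with at least 0.5 per 10000, and up to 3 higher and 3 lower genes of largest ratio per class. For gene lists fixed beforehand, the median log2 ratio over genes with a mean level of at least 0.2 per 10000, at least 5 genes, was placed among the medians of 10000 random lists of the same size matched on level in 10 bins. The interferon-stimulated and haemoglobin lists had too few genes at that level in every class and gave no value.

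Shares of cells have exact Clopper-Pearson 95% intervals, which cover counting error only and not the variation between mice, dissections or libraries. Shares of cells with a value above 0 and genes per cell are also given after each cell was thinned at random to a total of 1000; no cell was too shallow for this. The thinning acts on depth-corrected values and does not recover the depth of sequencing.

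Gene positions are those of GENCODE M21 on GRCm38, matched by symbol; the build used by the authors is not stated. Of the symbols, 30199 (99.9%) were found there. The size rule and the list medians were run on simulated data for the comparison of dentate granule neuron-like cells over 30223 genes. Of the genes changed 3-fold, 200 of 200 were recovered, and 0 unchanged genes were called. Every simulated cell was drawn from the wild-type profile of the class, apart from the changed genes, which all lay above the level limit. The simulation held no variation between cells of a library, mice, dissections or libraries. It checks the calculation and gives no error rate for a comparison of 2 libraries.

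The alternatives fixed beforehand were other clustering resolutions (0.5 and 2), 15 principal components, no scaling per cell, the doublet and cell filters, 1 or 0.01 added before the log, a minimum of 3 per 10000 or no minimum, the mean deposited value per cell, equal weight for each cell, centring of each class's median, list genes of at least 1 per 10000, and, for the sex-linked shares, cells with a total of at least 1000. Added after the data had been seen were values of 1 set to 0, equal cluster weights in both libraries, the first naming rule, the pyramidal share without its cluster of mostly knock-in cells, and the list of Eph receptors, ephrins and Abl kinases without Abl1. Among the genes named, Rab40b, Malat1, Mapk14, Ptgds, Ttr outside fibroblast-like cells, and Cyp4x1, Tshz2 and Cdh18 outside the classes where the rule picked them, were chosen after their values were seen.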

Results

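The transcriptomes of hippocampal cells were compared between 1 pooled wild-type library and 1 pooled library of mice homozygous for a knock-in allele of Pigv, each made from 4 mice. Pigv encodes a mannosyltransferase of the pathway that builds the glycosylphosphatidylinositol (GPI) anchor, which holds a group of proteins at the cell surface. The study asked how the allele affects the hippocampus, with synaptic function and signalling through Eph receptors and the kinase Abl1 named in its title. There was no replicate library for either genotype. All differences below are therefore differences between 2 libraries without a test, and the intervals given cover counting error only.

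The wild-type library held 7094 cells and the knock-in library 8836. The median total of depth-corrected values per cell was 8631 in the wild-type library (quartiles 8061 and 9988) and 9608 in the knock-in library (quartiles 8138 and 10078). The median number of detected genes per cell was 3122 and 3736, respectively. After each cell was thinned to a total of 1000, these medians were 713 and 731. The median share of mitochondrially encoded transcripts per cell was 0.123% in the wild-type library and 0.219% in the knock-in library.

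The edited gene was examined first. Pigv (chromosome 4, 133660387 to 133672647, minus strand, GRCm38) was at 0.0886 per 10000 in the wild-type library and 0.1004 per 10000 in the knock-in library, a log2 ratio of 0.088. A value above 0 was found in 6.37% of wild-type cells (5.81 to 6.97%) and 7.89% of knock-in cells (7.33 to 8.47%). After thinning, the shares were 0.860% (0.658 to 1.10%) and 0.962% (0.769 to 1.19%), and these intervals overlapped. With values of 1 set to 0, an alternative chosen after the data had been seen, the log2 ratio was -0.066, so no direction was assigned. The genotype of the cells could not be read from the level of the transcript.

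Sex-linked transcripts were compared because the labels give no sex. At least 1 of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d was above 0 in 91.1% of wild-type cells (90.4 to 91.8%) and 87.4% of knock-in cells (86.7 to 88.1%). After thinning, these shares were 29.4% (28.3 to 30.5%) and 27.5% (26.6 to 28.5%), and the intervals overlapped. The summed level of the Y-linked genes was 3.62 and 3.39 per 10000. Xist was above 0 in 1.38% of wild-type cells (1.12 to 1.68%) and 0.566% of knock-in cells (0.420 to 0.745%), at 0.0169 and 0.00681 per 10000. The thinned Xist shares were 0.226% (0.129 to 0.366%) and 0.0792% (0.0319 to 0.163%), again with overlapping intervals. Overlap does not show that the shares were equal, and the unthinned intervals were apart for both measures. Most cells of both libraries had Y-linked transcripts and few had Xist, the pattern of mostly male cells.

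The cells were assigned to 10 classes from marker genes. Pyramidal neuron-like cells made up 19.7% of the wild-type library (18.8 to 20.7%) and 23.0% of the knock-in library (22.2 to 23.9%). This difference, 3.34 percentage points, rested on a single cluster with 37 wild-type and 361 knock-in cells, led by Efna5, Rgs6 and Dpp10 and named from 3 pyramidal markers, with as many markers of immature neurons. Without that cluster the difference was -0.229 percentage points, and under the first version of the naming rule, which left it and another pyramidal cluster unnamed, the shares were 18.6% in the wild-type and 18.0% in the knock-in library. Both of these differences were smaller than the half-width of 1.30 percentage points that counting error gives. Without this cluster no difference was therefore detectable for the pyramidal class. The cluster stood out by its knock-in cells, so leaving it out was bound to lower the difference. The remaining values describe the other pyramidal clusters only.

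Dentate granule neuron-like cells were 20.1% of the wild-type library (19.2 to 21.1%) and 16.0% of the knock-in library (15.3 to 16.8%). Mature oligodendrocyte-like cells were 20.8% (19.9 to 21.8%) and 16.9% (16.1 to 17.7%), a difference of -3.89 percentage points that was -1.54 at resolution 2. The larger clusters of this class moved in opposite directions between the libraries and differed 3.89-fold in mitochondrially encoded transcripts, which themselves differed between the libraries, so only the class total was compared. Interneuron-like cells were 3.34% (2.93 to 3.79%) and 5.38% (4.91 to 5.87%). Their difference of 2.03 percentage points was 0.749 under the first naming rule, which left 1 of their clusters unnamed. Fibroblast-like cells were 1.52% (1.2505 to 1.84%) of the wild-type and 2.77% (2.44 to 3.14%) of the knock-in library. In the remaining classes the intervals overlapped, although the choroid plexus-like difference of -0.498 percentage points was larger than its half-width of 0.408. Microglia-like cells were 9.35% and 9.99%, astrocyte-like cells 8.23% and 8.91%, oligodendrocyte precursor-like cells 2.99% and 3.42%, choroid plexus-like cells 1.66% and 1.17%, and Cajal-Retzius-like cells 0.846% and 1.08%. Unnamed clusters held 11.4% of wild-type (10.7 to 12.2%) and 11.3% of knock-in cells (10.7 to 11.98%). With 1 dissection pool per genotype, a difference between dissections is not separated from a difference between genotypes.

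**Figure D1:**
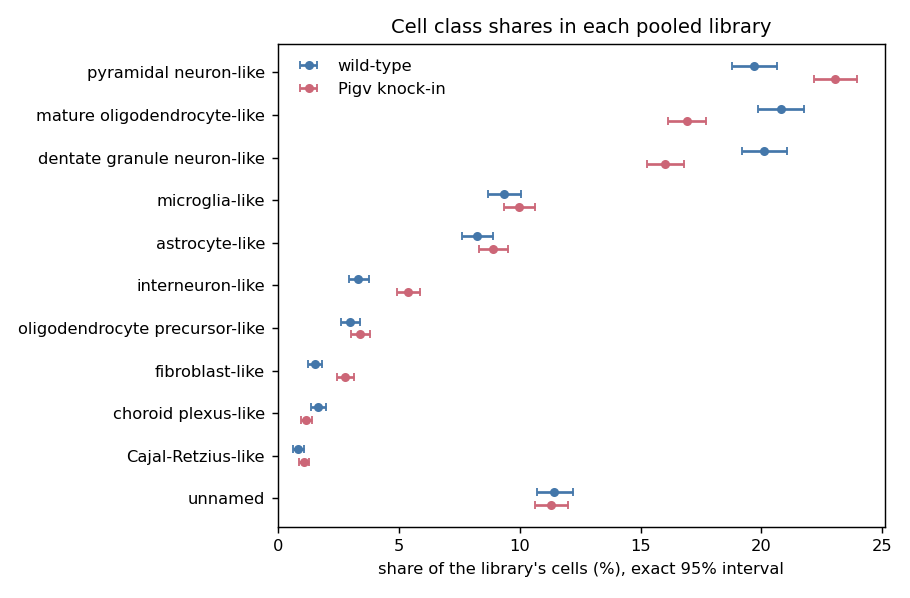
Share of each library's cells (%) in each class (points) with the exact 95% interval (bars), for the wild-type library (blue) and the Pigv knock-in library (red). The intervals are apart for the pyramidal neuron-like, mature oligodendrocyte-like, dentate granule neuron-like, interneuron-like and fibroblast-like cells, and cover counting error only. The pyramidal difference is not detectable without 1 cluster, which stood out by its knock-in cells.

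Gene levels were compared next. Over all cells, 2075 genes met the level and detection limits, and 6 of them were past the size rule, 4 higher and 2 lower in the knock-in library. Without the minimum level, 14 were higher and 8 lower. Abl1 (chromosome 2, 31688376 to 31804227, plus strand), a tyrosine kinase gene, was at 8.995 per 10000 in the wild-type library and 1.29 in the knock-in library, a log2 ratio of -2.71. Over the alternatives this ratio ranged from -3.08 to -2.12. Sec22b (chromosome 3, 97901190 to 97923276, plus strand) was at 11.3 and 5.12 per 10000, a log2 ratio of -1.12. Hdc (chromosome 2, 126593667 to 126619299, minus strand), which encodes histidine decarboxylase, was at 0.417 per 10000 in the wild-type library and 8.67 in the knock-in library, a log2 ratio of 4.08. The long noncoding RNA gene Gm14216 (chromosome 2, 154722352 to 154738451, minus strand) was at 0.372 and 8.04 per 10000, a log2 ratio of 4.11. Gm17660 (chromosome 5, 104070064 to 104077608, minus strand) was at 0.373 and 1.45 per 10000, and Rab40b (chosen after its value was seen) at 0.853 and 1.88.

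The same genes recurred in the classes. Abl1 was lower, and Hdc, Gm14216 and Gm17660 were higher, past the size rule in 10 of 10 classes, and Sec22b was lower in 9. Sec22b and Gm17660 lay nearer to the limits of the rule, and stayed past it under every alternative in 3 and 0 of these classes. Of the 115 genes past the rule in at least 1 class, 96 were past it in exactly 1 class and 0 were higher in 1 class and lower in another. The Abl1 ratio was largest in pyramidal neuron-like cells, at -3.81, and smallest in microglia-like cells, at -1.47. In pyramidal neuron-like cells Abl1 was at 7.41 and 0.434 per 10000. In dentate granule neuron-like cells it was at 6.87 and 0.751, in astrocyte-like cells at 15.7 and 1.28, and in mature oligodendrocyte-like cells at 13.2 and 2.89. Hdc in the knock-in library lay between 5.42 and 16.5 per 10000 over the classes, against 0.0109 to 1.07 in the wild-type library. The highest level was in astrocyte-like cells. Across the 34 clusters of the wild-type library the level of Abl1 followed that of the nuclear RNA Malat1 with a Pearson r of 0.956, while in the knock-in library this r was 0.433. These values are across clusters, which are not independent replicates. The share of cells with a value above 0 is a poor measure for these genes: 84.7% of wild-type mature oligodendrocyte-like cells were above 0 for Hdc, but only 1.22% were at 2 or more.

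**Figure D2:**
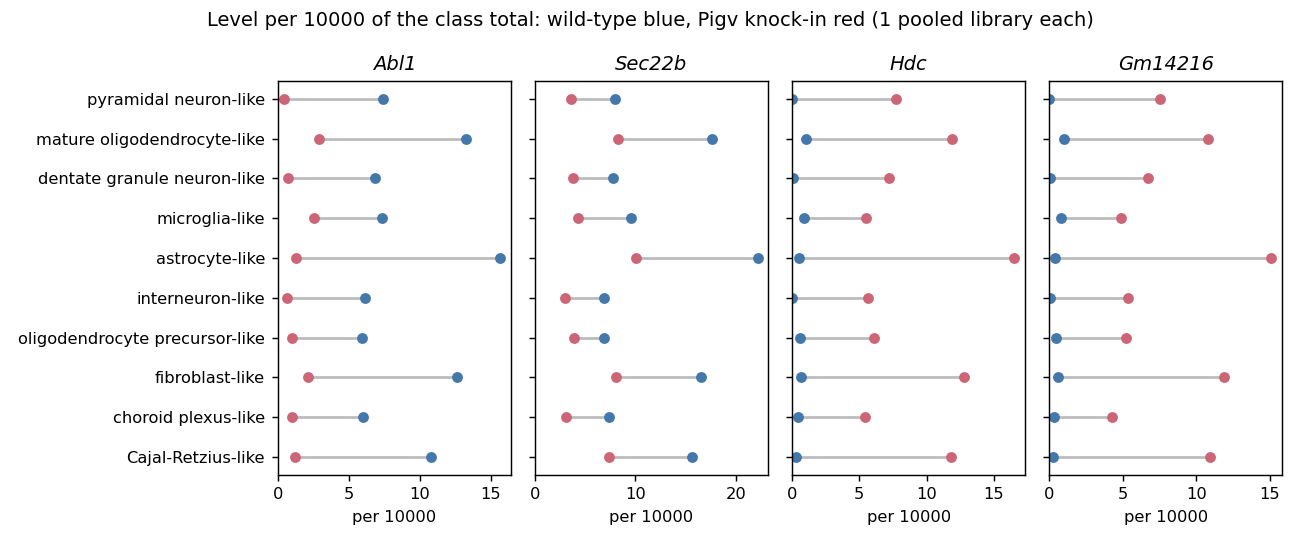
Level per 10000 of the class total (horizontal axis) of Abl1, Sec22b, Hdc and Gm14216 in each of the 10 classes, in the wild-type library (blue) and the Pigv knock-in library (red), joined by a line per class. Abl1 and Sec22b are lower, and Hdc and Gm14216 higher, in the knock-in library in each class; there is 1 library per genotype and no error bar.

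Other genes were named by the rule in fewer classes. Tshz2 was at 1.31 per 10000 in wild-type and 0.0885 in knock-in dentate granule neuron-like cells, a log2 ratio of -2.91, and was past the rule in 6 classes. Cdh18 was lower past the rule in 5 classes, with 1.38 and 0.410 per 10000 in mature oligodendrocyte-like cells. Over all cells Tshz2 was above 0 in 71.8% of wild-type and 25.2% of knock-in cells, at 4.28 and 3.07 per 10000. In pyramidal neuron-like cells the Tshz2 shares were 79.3% and 16.7%, at 4.31 and 3.59 per 10000. Cdh18 was above 0 in 71.3% and 41.4% of all cells, at 2.33 and 1.87 per 10000. Free RNA that differs between the libraries was not tested for Tshz2 and Cdh18 and stays open. Cyp4x1 was higher past the rule in 4 classes, with 0.0155 and 1.26 per 10000 in microglia-like cells. Its log2 ratios lay between 0.885 and 3.56 over the 10 classes, so the rise was not confined to those that passed. Mapk14, chosen after its values were seen, was higher past the rule in 6 classes, with log2 ratios between 0.46 and 1.26 over the 10 classes. In the 6 classes with the most cells, the rule also named Luzp2 in pyramidal neuron-like cells (4.94 and 2.17 per 10000), Hmgcs1 in astrocyte-like cells (1.52 and 0.517) and Nwd2 in interneuron-like cells (1.53 and 0.515), each lower. Nwd2 was above 0 in 26.2% of wild-type and 26.1% of knock-in interneuron-like cells, and at 2 or more in 11.8% and 11.6%. Its lower level thus lay in the size of the higher values and not in fewer cells. In smaller classes the genes higher in the knock-in library included mt-Co2 in choroid plexus-like cells (0.0569 and 4.24), Ttr in fibroblast-like cells (2.40 and 14.3) and Pik3c2g in Cajal-Retzius-like cells (1.57 and 7.86). In pyramidal neuron-like cells 30 genes were higher and 3 lower. With equal cluster weights in both libraries, an alternative chosen after the data had been seen, 16 genes passed in that class, 15 of them among the 33 of the main setting. In the other classes the rule was passed by 8 genes in dentate granule neuron-like, 9 in mature oligodendrocyte-like, 9 in microglia-like, 15 in astrocyte-like, 13 in interneuron-like, 6 in oligodendrocyte precursor-like, 17 in fibroblast-like, 43 in choroid plexus-like and 38 in Cajal-Retzius-like cells. The last 2 of these classes had the fewest cells, and with equal cluster weights 16 genes passed in choroid plexus-like cells, 15 of them among the 43.

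The remaining Eph receptors, ephrins and Abl kinases differed less than Abl1 over all cells. There, Epha4 was at 4.23 and 3.53 per 10000 in the wild-type and knock-in libraries, Epha5 at 6.03 and 5.55, Epha6 at 16.6 and 13.5, and Epha7 at 5.27 and 4.38. Epha3 was at 1.66 and 1.64, Epha10 at 1.02 and 1.04, Ephb1 at 1.89 and 1.51, Ephb2 at 0.908 and 0.648, and Abl2 at 1.79 and 1.63. Efna5 was higher, at 1.01 and 1.70, and is a leading gene of the pyramidal cluster with mostly knock-in cells. In single classes, Efna5 was higher past the rule in pyramidal neuron-like cells (1.13 and 3.30 per 10000) and Epha6 lower in Cajal-Retzius-like cells (8.04 and 3.58), where Epha3 was at 7.14 and 12.9. Epha4 was lower in 10 of 10 classes, with log2 ratios between -0.46 and -0.013, where the median over genes of at least 1 per 10000 lay between -0.16 and -0.042. Over all cells that median was -0.076, so the smaller of these differences are not distinct from a shift of most genes. Levels in glial classes may also hold free RNA from neurons, so the classes do not count as independent.

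Gene lists fixed before the data were examined were placed among random lists of like expression. The list of Eph receptors, ephrins and Abl kinases had a median log2 ratio of -0.13 over all cells (13 genes), at percentile 1.76 of the random lists. Without Abl1 the median was -0.13, and with list genes of at least 1 per 10000 it was -0.19. In the classes the median ran from -0.42 to -0.065, and in 6 of 10 classes it lay below percentile 2.5. The classes are not independent here. Epha6 was at 46.3 per 10000 in wild-type pyramidal and 6.00 in wild-type microglia-like cells, so glial levels may hold free RNA from neurons. The lowest median was in microglia-like cells, where synaptic genes were lower too. A background that differs between the libraries was not separated. GPI biosynthesis genes had a median of 0.077 (14 genes, percentile 38.5), which was -0.017 with values of 1 set to 0, and the class medians changed sign under at least 1 alternative in 7 of 10 classes. GPI-anchored proteins had a median of 0.070 (34 genes, percentile 98.9), but class medians ran from -0.13 to 0.15, with 4 of 10 above 0, 3 in the upper 2.5% of the random lists and 0 in the lower 2.5%, and changed sign under at least 1 alternative in 5 classes. Synaptic genes had a median of -0.068 (42 genes, percentile 24.1), and were below percentile 2.5 in 2 classes, the microglia-like and fibroblast-like cells. Immediate early and heat shock genes had a median of 0.16 (7 genes, percentile 86.3), but in pyramidal neuron-like cells the median was -0.24 (5 genes, percentile 0.030). Only 3 classes had enough of these genes, and the microglia-like and choroid plexus-like cells were at 0.12 and 0.14, the latter at -0.051 with equal cluster weights.

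Mitochondrially encoded transcripts were higher in the knock-in library, with a median log2 ratio of 0.63 over all cells (12 genes, percentile 100) and class medians between 0.33 and 1.07. Oxidative phosphorylation genes had a median of 0.28 (25 genes, percentile 100) and cytosolic ribosomal protein genes one of 0.23 (73 genes, percentile 100). Cajal-Retzius-like cells were the exception for oxidative phosphorylation, with -0.14. For ribosomal proteins, 8 of 10 classes were in the upper 2.5% of the random lists. The others were microglia-like cells, with -0.032, which was 0.075 with equal cluster weights, and Cajal-Retzius-like cells, with 0.025 (percentile 78.5), which was -0.23 with values of 1 set to 0.

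**Figure D3:**
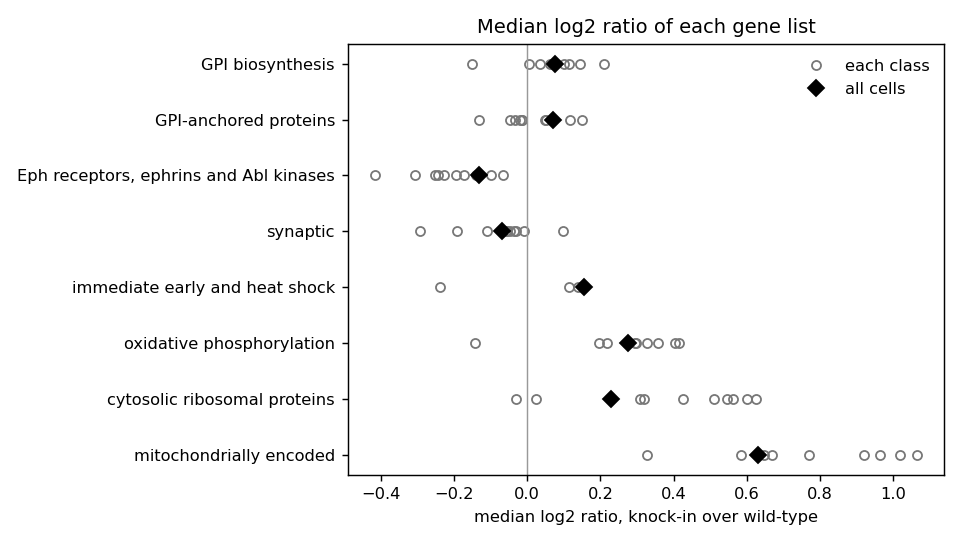
Median log2 ratio, knock-in over wild-type, of each gene list (horizontal axis) over all cells (filled diamonds) and in each class (open circles). The mitochondrially encoded list is above 0 in each class shown, at 0.63 over all cells, and the list of Eph receptors, ephrins and Abl kinases is below 0 in each class, at -0.13 over all cells.

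Transcripts of 1 cell type were also found in other classes, which sets a background for low levels and for shares of cells above 0. Ttr, a choroid plexus transcript, was at 1220.5 per 10000 in wild-type and 1337 in knock-in choroid plexus-like cells. In dentate granule neuron-like cells it was at 0.877 and 1.80 per 10000, with a value above 0 in 54.0% and 71.4% of cells at medians of 3912 and 4192.5 detected genes. Ptgds, highest in fibroblast-like cells, was higher in the knock-in library in the same class, at 0.723 and 1.83 per 10000.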

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

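The first naming rule, the pyramidal share without its cluster of mostly knock-in cells, values of 1 set to 0, equal cluster weights and the Eph list without Abl1 were chosen after the data had been seen; the other settings were fixed before the data were examined.

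For the class shares, the differences between the libraries for dentate granule neuron-like, microglia-like, astrocyte-like, oligodendrocyte precursor-like, fibroblast-like, choroid plexus-like and Cajal-Retzius-like cells moved by less than their 95% interval under each setting tried. The shares themselves moved more. With 15 principal components fibroblast-like cells were 1.89% of the wild-type and 3.55% of the knock-in library. At resolution 2 astrocyte-like cells were 9.88% of the knock-in library. Each of these shares lay outside the interval of the main setting. The astrocyte difference at resolution 2, 1.27 percentage points, was larger than the half-width of 0.904 of the main setting. The pyramidal difference of 3.34 percentage points was 1.54 with 15 principal components. It was -0.675 under the first naming rule and -0.229 without the cluster of mostly knock-in cells, both within the half-width of 1.30 that counting error gives, so the difference was lost and no opposite direction is shown. Both settings leave out that cluster, which lowers the difference by construction, and the naming rule leaves out another pyramidal cluster as well. The first naming rule also moved the interneuron difference from 2.03 to 0.749 by leaving 1 of its clusters unnamed. The mature oligodendrocyte difference was -1.54 at resolution 2, and the cause was not tested. The names rest on a rule made after the clusters were seen, so the pyramidal and interneuron differences carry that choice.

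The counts of genes followed the limits on level. Over all cells, 4 genes were higher and 2 lower; 2 were higher with 1 added before the log and 2 with at least 3 per 10000, and without a minimum 14 were higher and 8 lower. Summed over the classes, 191 were past the rule. There were 56 with 1 added, 77 with at least 3 per 10000, 994 without a minimum and 371 with values of 1 set to 0; of these, 56, 77, 191 and 182 were shared with the 191. A higher limit or a larger addition leaves fewer low genes by construction. Centring moved the split most: 124 higher and 67 lower became 178 and 45. Abl1, Hdc and Gm14216 kept their direction and stayed past the rule in all 10 classes under each of the 11 settings. Sec22b and Gm17660 kept their direction too, but Sec22b stayed past the rule under all 11 settings in 3 of 9 classes, and under 7 in the dentate granule neuron-like and fibroblast-like cells. Gm17660 did so in 0 of 10 classes and passed under 8 to 10 settings, in part because its level, at most 1.62 in the classes, is under the limit of 3 per 10000. Mapk14, Tshz2 and Cyp4x1 stayed past it under all settings in 0 of 6, 0 of 6 and 0 of 4 classes.

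For the lists over all cells, 1 added before the log brought the medians nearer to 0: 0.029 for GPI biosynthesis, 0.035 for GPI-anchored proteins, -0.041 for synaptic, 0.050 for immediate early and heat shock, 0.096 for oxidative phosphorylation, 0.10 for ribosomal and 0.42 for mitochondrially encoded genes. With values of 1 set to 0 they were -0.017 for GPI biosynthesis, 0.11 for GPI-anchored proteins, -0.19 for the Eph list, -0.012 for synaptic, 0.22 for oxidative phosphorylation, 0.20 for ribosomal and 0.69 for mitochondrially encoded genes. With list genes of at least 1 per 10000 the Eph list was at -0.19, ribosomal at 0.31 and mitochondrially encoded genes at 0.57. The mean deposited value per cell gave -0.033 for synaptic and 0.26 for ribosomal genes, equal weight for each cell 0.21 for ribosomal genes, and equal cluster weights 0.064 for immediate early and heat shock genes. Apart from the addition, which shrinks every ratio, the cause was not tested. Within classes, 20 of 73 list medians changed sign under at least 1 setting, in 7 of 10 classes for GPI biosynthesis, 5 for GPI-anchored proteins, 3 for synaptic, 2 for ribosomal and 2 for oxidative phosphorylation genes and 1 of 3 for immediate early and heat shock genes; no class changed sign for the Eph and mitochondrially encoded lists. GPI biosynthesis reached -0.17 in interneuron-like and -0.12 in astrocyte-like cells with values of 1 set to 0, and ribosomal genes -0.23 in Cajal-Retzius-like cells. Of the medians in the outer 5% of the random lists, 3 changed sign, to values near 0: GPI-anchored proteins in astrocyte-like cells to -0.00452 (list genes of at least 1 per 10000), oxidative phosphorylation in oligodendrocyte precursor-like cells to -0.00682 (values of 1 set to 0) and in choroid plexus-like cells to -0.00461 (equal cluster weights).

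The median number of genes per cell was 713 in the wild-type and 731 in the knock-in library after thinning to 1000, by construction below the unthinned 3122 and 3736. The Pigv ratio lay between -0.066 and 0.10 over its alternatives, so its sign is open. The sex-linked shares stayed within their intervals without doublets, while the limit of 1000 per cell removed no cell and so tests nothing. The depth of sequencing behind each cell is unknown, which limits all statements on shares of cells above 0.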

Other observations

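The explanations of the Hdc values in wild-type glia, the cluster mix, the single source of free RNA, the tracking of Malat1, the myelin markers in granule neurons, the cytoplasm per barcode, the ribosome-rich clusters and the places of the recurrent genes were tests chosen after the result was seen. Other tests were written before their result was seen. These were values of 1 set to 0, shared sequence, neighbouring genes, the median absolute deviation near Pigv and the origin of the pyramidal cluster. The last was written after the cluster's leading genes were known.

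Abl1 was lower, and Hdc and Gm14216 higher, in each of the 10 classes, neurons, glia and fibroblast-like cells among them, with Abl1 log2 ratios from -3.81 to -1.47. A different mix of clusters was argued against, since equal cluster weights left the Abl1 ratio at -2.62. Values of 1 made by the depth correction were argued against, since the ratio was -3.08 without them. Free RNA from a captured cell type was argued against: Hdc in the highest knock-in cluster was 2.35 times the median cluster, against 959.51 times for Ttr. A change of the chromosome that reaches neighbouring genes was argued against. The 16 genes within 1 Mb of Hdc had a median log2 ratio of 0.096 and the 21 within 1 Mb of Abl1 one of 0.016, against 0.045 for all genes. These medians do not bear on a change confined to single genes. Abl1, Hdc, Gm14216 and Tshz2 all lie on chromosome 2, and sequence differences along it cannot be read from this table.

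A candidate explanation for this pattern is that fragments of an abundant nuclear transcript were counted at a different gene in each library. In the wild-type library, 4 genes of 2084 followed Malat1 across 34 clusters with a Pearson r of at least 0.9, namely Sec22b (0.965), Abl1 (0.956), Ltn1 and Arhgef12. In the knock-in library, 3 genes of 2040 did, namely Hdc (0.975), Gm14216 (0.943) and Sec22b (0.928), while Abl1 fell to 0.433. Abl1 stood at 4.38% of the Malat1 level in the wild-type clusters, and Hdc and Gm14216 at 3.30% and 3.10% in the knock-in clusters. Shared annotated transcript sequence was argued against as the route: the longest stretch shared with Malat1 was 13 bases for Hdc, 12 for Gm14216 and 26 for Abl1, at most percentile 77.6 among genes of like length. Introns were not used here. A genuine change in nuclear-retained RNA of these genes, caused by the allele or by another difference between the pools, would also follow Malat1 and stays open, because each genotype is 1 library. The lower Abl1 level is therefore a result to check in the reads, by their position in the gene, before it is read as lower kinase expression.

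Genes past the rule in 3 or more classes could lie in donor sequence carried along with the edit near Pigv. This was argued against for 10 of these 12 genes, Abl1, Hdc, Gm14216, Gm17660 and Sec22b among them, which lie on other chromosomes; an effect of such sequence on genes elsewhere, or donor sequence at other places, was not tested. For Cyp4x1, with a log2 ratio of 2.21 over all cells and 18.6 Mb from Pigv, the explanation stays open, as variants cannot be read from this table. Ptbp3 lies 74.2 Mb from Pigv on the same chromosome and stays open too. A planned comparison used the median absolute deviation, which has no sign, of all 229 genes within 20 Mb and of genes elsewhere. It was 0.0903 against 0.0983, and says nothing on a change of few genes.

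Hdc was above 0 in 84.7% of wild-type mature oligodendrocyte-like cells but in 1.07% of pyramidal neuron-like cells. Of the former, 1.22% were at 2 or more, where a Poisson count with the same share of zeros would give 56.0%. That share rests on depth-corrected values, so hopping of indices on the shared lane, or free RNA from knock-in cells, was not excluded by it and stays open, for want of the molecules counted per cell. The pattern is consistent with the depth correction having written values of 1 into cells with few detected genes. Shares of cells above 0 in this table may thus differ between classes with no difference in molecules.

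The pyramidal cluster with 361 knock-in and 37 wild-type cells may hold cells from outside the hippocampus. A neocortical list of 12 genes was higher there than in the largest pyramidal cluster, with a median log2 ratio of 0.67 and 9 genes higher. The most abundant were Mef2c (13.2 against 0.578 per 10000), Cux2 (3.87 against 0.0280) and Rorb (2.79 against 0.0448). A list of 8 hippocampal genes had a median of -0.89, with Zbtb20 at 0.753 against 14.3 per 10000, and a thalamic list of 8 genes one of 0.17. The markers used to name clusters include Wfs1, Fibcd1, Spink8, Mpped1 and Iyd (pyramidal), Prox1 (granule) and Tcf7l2 (oligodendrocyte) from these lists. In the largest pyramidal cluster, 4 of the 12 neocortical, 6 of the 8 hippocampal and 3 of the 8 thalamic genes were themselves at 0.2 or more per 10000. An origin in the entorhinal cortex or subiculum was not tested. A shifted state of hippocampal neurons cannot be told apart from this, since each genotype is 1 dissection pool and the shares of other classes differ too. A shift goes poorly with the other clusters: the largest pyramidal cluster was 11.6% of the wild-type and 11.1% of the knock-in library, and the pyramidal class without this cluster differed by -0.229 percentage points, while the cluster rose from 0.522% to 4.09%. The wild-type cells of the cluster matched its knock-in cells (Pearson r of 0.956 across 200 genes), but cells are placed in 1 cluster because they are alike. Cortical tissue in the knock-in dissection, if it was taken along, could raise the pyramidal and interneuron shares and lower the granule share with no effect of the allele. How much of the interneuron and granule differences it would cover was not tested.

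Mitochondrially encoded transcripts were higher in the knock-in library in each class, and values of 1 made by the depth correction do not account for this, since the median without them was 0.69. Free RNA from damaged cells stays open. In dentate granule neuron-like cells 8 myelin genes had a median log2 ratio of 0.10, against 0.043 for all genes, but Ttr, and Ptgds, which is 1 of the 8, were higher there, at 0.96 and 1.23. In pyramidal neuron-like cells, where the mitochondrial median was 1.07, Ttr was not higher (-0.17), while Ptgds was, at 1.38. Ptgds also rose in fibroblast-like (47.3 to 84.2 per 10000) and mature oligodendrocyte-like cells (10.6 to 18.8). The values of Ttr and Ptgds therefore do not single out free RNA. More cytoplasm per barcode also stays open. The reading of both tests was made more cautious after their values were seen. Malat1 was higher in the knock-in library in each class, with the lowest log2 ratio at 0.039, which goes against it, but Malat1 was not a clean measure of the nucleus here. Among 6 classes with several clusters, the ribosome-rich cluster had more mitochondrial transcripts and less Malat1 in 3 only. Whether some barcodes hold nuclei or cells that lost cytoplasm thus cannot be told apart from cell states. A comparison within a class also cannot show whether most barcodes of that class hold nuclei. The median mitochondrially encoded share was 0.0102% in wild-type and 0.0501% in knock-in pyramidal neuron-like cells. In choroid plexus-like cells it was 1.48% and 3.01%. That most neuron-like barcodes hold nuclei was therefore not excluded. Dissociation of each pool, the library and the genotype coincide, and a biological difference in mitochondrial transcripts was not tested.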
